A study of Homo sapiens with 30 samples.

How the data were processed

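RNA was sequenced from human melanocyte and melanoma cell lines grown in culture. The labels describe total RNA extracted with a column kit and libraries made with a kit designed for degraded, formalin-fixed material. The series holds 30 libraries in 10 groups of 3. Groups and replicate numbers were taken from the sample titles.

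The values were raw read counts per gene, one column per library, deposited by the authors with no normalization that the values show, since all were whole numbers and the columns summed to different totals. The aligner, the counting program, the treatment of strand and of reads with several matches, the genome build and the annotation were not stated in the labels. The gene identifiers have the form that GENCODE gives to annotation mapped to GRCh37, and no coordinates are given here for that reason. Genes that overlap a neighbour or have near-identical copies therefore carry some uncertainty about which gene their reads came from.

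The table analysed here was ordered by gene identifier and held 11340 gene rows, of which the last 1 was incomplete and was left out. Of the 11339 genes used, 11306 were given a symbol by their stable identifier, and 11149 were protein-coding in GENCODE release 29, which is 55.9% of the 19951 protein-coding genes of that release. Genes with later identifiers, among them MAFG, MITF and AXL, were not analysed here. Column totals therefore cover the rows used and are lower than the depth of the libraries. The totals ran from 11234957 to 57068645 counts, so that the floor of 3 counts used here for detection was at most 0.267 CPM (counts scaled to a library total of 1000000) in any library. The reads carried no molecular identifiers, and statements about the floor cover counting error only.

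Replicates were compared before use. The chi-square statistic per degree of freedom between replicate libraries of a group ran from 6.26 to 107, so no pair agreed within sampling noise and all 30 libraries were counted separately. Pearson's r of log2 CPM within a group ran from 0.984 to 0.999 over all 11339 genes with 1 CPM added. The report gives lower values, from the 9844 genes that passed the low-count filter and a prior count of 2.

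The designs, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The first comparison set the 3 libraries labelled Hermes1 BRAF against the 3 Hermes1 control vector libraries. The second set 5 melanoma lines against 4 melanocyte lines, with the counts of the 3 libraries of each line summed, since libraries of a line are not independent draws of its class. Hermes1 entered the second comparison through its control vector libraries, and the libraries labelled BRAF were left out. Both used edgeR 4.0.16 in R 4.3.3, with the default low-count filter of filterByExpr (minimum count 10, minimum total 15), TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested, called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of F. CPM values were computed here from the deposited counts with TMM-scaled totals, except for Y-linked genes, where raw column totals were used.

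The third comparison was the Spearman correlation, across genes, of the BRAF difference in mean log2 CPM (prior count 2) with the difference between the 5 melanoma lines and Hermes2, Hermes3A and Hermes4B. Hermes1 was left out of the second difference, because a shared control makes differences correlate. Its two-sided exact permutation p came from all 56 ways to divide the 8 lines into 3 and 5.

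The 4 gene lists covered output genes of the MAPK pathway, genes described as miR-29 targets, pigmentation genes and proliferation genes. Of their 72 members 52 were among the genes used: 7 of 10 MAPK output genes, 22 of 32 miR-29 targets, 12 of 15 pigmentation genes and 11 of 15 proliferation genes. MYBL2 is a member of both the miR-29 and the proliferation list and is counted in each, so these lists are not fully separate. Lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01), with adjustment over the 4 lists of a comparison. Besides BRAF, MAFG, MYBL2, MITF, SOX10, AXL, DUSP6 and CDKN1A, the genes named were, in each comparison, the 4 largest rises and the 4 largest falls among genes with an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between the groups. For each list the members with the largest rise and the largest fall were named.

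The tests were tried on simulated counts drawn from the means and library sizes of the real samples. In the first design 90.9% of 198 genes changed 4-fold were recovered and 9.09% of the calls were false. In the second design the figures were 26.0% of 196 genes and 5.56% of the calls, so many changes of that size are missed with 4 against 5 lines. Under the second design DESeq2 1.42.0 recovered 63.8% of these genes with 26.5% of its calls false, and limma-voom recovered 32.1% with 4.55% false. There was 1 simulated data set per design, so the 5.56% is 3 false calls. Few genes were changed in it, whereas 66.5% of genes were called in the real first comparison. Libraries with many genes at 0 counts, described below, were not simulated. These shares hold for those settings only.

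Alternatives covered normalization, the low-count filter, DESeq2, limma-voom, stricter thresholds, a replicate block, the libraries entered, each replicate or line left out, other list tests and other settings of the correlation. The pairing of libraries comes only from the replicate numbers that the titles share across groups. Offsets corrected for GC content, taken from the longest GENCODE 29 transcript of each gene, were added after seeing the data, as was camera on ranked test statistics. That form was used for the lists with edgeR as an alternative, with DESeq2, and with limma-voom and duplicateCorrelation; with limma-voom alone camera used the voom weights. Tests of neighbouring genes used the gene order of GENCODE 29. Python 3.11.15 with scipy 1.17.1 and statsmodels 0.14.6 was used for the closing tests. One further result is not reported here.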

Results

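The series measured gene expression by RNA sequencing in 5 groups of human melanocyte libraries and 5 melanoma cell lines, with 3 libraries in each. Hermes1, Hermes2, Hermes3A and Hermes4B are immortalized human melanocyte lines. Hermes1 was present in 2 forms, transduced with a control lentivirus or with one that carries mutant BRAF, the kinase at the head of the MAPK pathway that is often mutated in melanoma. The melanoma lines were 1205Lu, SKMel28, WM164, WM35 and WM793; 1205Lu was derived from WM793. The stated purpose was to compare gene expression at melanoma initiation, modelled by BRAF in Hermes1, and between melanocytes and melanoma cells. The series title names miR-29, a microRNA, and the gene MAFG. MAFG itself was not analysed here, and nor were MITF and AXL.

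Over the genes used, the libraries held from 11234957 to 57068645 counts. The mean total was 16944228 ± 1186432 counts (SD, n = 3) for Hermes1 control vector and 22716033 ± 2800428 counts (SD, n = 3) for the libraries labelled BRAF. Over all melanocyte libraries it was 19403778 ± 3349349 counts (SD, n = 15), against 28399962 ± 13374407 counts (SD, n = 15) for melanoma, with the widest range within WM35, from 22998486 to 57068645 counts. The number of genes with at least 1 count ran from 8212 in Hermes4B replicate 2 to 9756 in 1205Lu replicate 2. Each of the 30 libraries had its nearest neighbour, by correlation of log2 CPM (counts scaled to a library total of 1000000) across 9844 genes, in its own group. The lowest correlation within a group was 0.947 and the highest between groups was 0.929. The first principal component held 34.8% of the variance and the second 16.7%. Culture conditions differed with the groups. Melanocytes were grown in 10% serum and 10% CO2, melanoma lines in 5% serum and 5% CO2. The phorbol ester TPA (200 nM) was in the melanocyte medium except for the BRAF line, and was withdrawn 24 hours before RNA isolation. These conditions and the groups cannot be told apart, and the labels give no batch.

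The first comparison asked which genes change when Hermes1 receives BRAF. BRAF itself (ENSG00000157764.12_2) was read first, as a check of the labels. It had 160 ± 14.4 CPM (SD, n = 3) in control vector libraries and 150 ± 9.41 CPM (SD, n = 3) in the libraries labelled BRAF. The log2 fold change was -0.07 with a standard error of 0.08 (edgeR quasi-likelihood adjusted p 0.474), a difference smaller than the spread between replicates. The counts assigned to BRAF were thus not raised in the libraries labelled BRAF. It is not known whether the counting would assign reads from the construct to BRAF, so these values cannot decide whether the labels are right. The directions given below rest on the labels alone.

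DUSP6 (ENSG00000139318.7_1), a phosphatase gene induced by MAPK signalling, had 1.21 ± 0.999 CPM in control vector and 74.7 ± 0.784 CPM in the libraries labelled BRAF (SD, n = 3 each). Its log2 fold change was 5.94 with a standard error of 0.34 (edgeR adjusted p 4.09e-08). MYBL2 (ENSG00000101057.15_1), a cell cycle transcription factor gene, rose from 1.23 ± 0.661 to 25.9 ± 8.39 CPM (SD, n = 3 each), a log2 fold change of 4.40 with a standard error of 0.40 (edgeR adjusted p 1.92e-06). SOX10 (ENSG00000100146.16_1), a melanocyte lineage factor gene, fell by 0.56 on the log2 scale (standard error 0.06, edgeR adjusted p 3.87e-06). CDKN1A (ENSG00000124762.13_1), which encodes the cell cycle inhibitor p21, had 81.3 ± 1.01 CPM in control vector and 2.25 ± 0.335 CPM in the libraries labelled BRAF (SD, n = 3 each). It fell by 5.14 on the log2 scale (standard error 0.15, edgeR adjusted p 2.24e-10). In the other melanocyte lines CDKN1A lay between 27.1 CPM in Hermes2 and 116 CPM in Hermes4B. DUSP6 lay between 4.47 CPM in Hermes4B and 11.9 CPM in Hermes3A, so the control vector libraries were below the other melanocyte lines and the libraries labelled BRAF above them.

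**Figure D1:**
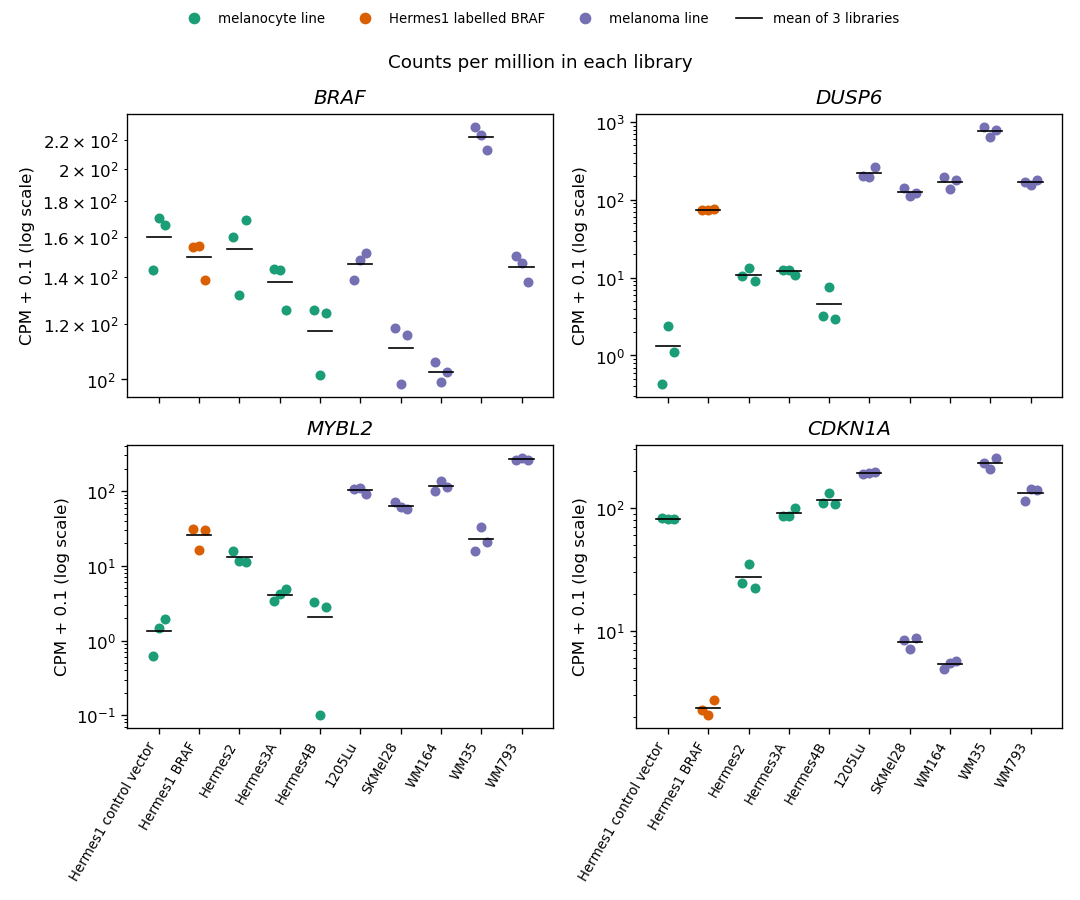
Normalized counts (CPM plus 0.1) on a log axis for BRAF, DUSP6, MYBL2 and CDKN1A in each of the 30 libraries; points are libraries coloured by class, and black lines are means of 3 libraries. BRAF differs little between the 2 Hermes1 groups, DUSP6 is higher in the libraries labelled BRAF and in all 5 melanoma lines than in the melanocyte lines, and MYBL2 is at 0 counts in Hermes4B replicate 2.

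Across all genes, 5697 of the 8563 tested had an edgeR adjusted p under 0.05. Of these, 2897 were higher and 2800 lower in the libraries labelled BRAF. At an absolute log2 fold change of at least 1, the setting that moved the count most, 2409 genes passed, 1284 of them higher and 1125 lower. The values of the groups did not overlap in 6159 genes, which is 71.9% of those tested, where chance gives 10%. It is not known whether the libraries of a group come from separate transductions. If they do not, these p-values and the chance rate cover only the spread between libraries of the same cell population. A difference between the populations that has another cause than BRAF would then be called as well. Replicate numbers did not pair the libraries: deviations from the group mean had an average correlation of 0.00571 between same-numbered libraries and -0.00233 between others. With the replicate number as a block, 5456 genes passed, and 5394 of them were among the 5697.

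The largest rises under the naming rule were in MKI67, CGN, ITGA9 and HMMR. MKI67, a marker of cycling cells, had 1.75 ± 1.46 CPM in control vector and 1271 ± 74.8 CPM in the libraries labelled BRAF (SD, n = 3 each), a log2 fold change of 9.49 with a standard error of 0.29 (edgeR adjusted p 3.46e-10). The other melanocyte lines had 48.0 ± 12.9 CPM of MKI67 in Hermes2, 20.8 ± 15.2 CPM in Hermes3A and 218 ± 27.1 CPM in Hermes4B (SD, n = 3 each), all above the control vector mean. HMMR rose by a log2 fold change of 7.24 with a standard error of 0.37 (edgeR adjusted p 1.78e-08), and ITGA9 by 7.38 with a standard error of 0.59 (edgeR adjusted p 7.55e-07). CGN had at most 3 counts in any control vector library and was at least 100-fold higher in the libraries labelled BRAF (edgeR adjusted p 1.84e-07). ITGA9 had 20.9 CPM in Hermes3A, 0.546 CPM in Hermes2 and 0.176 CPM in Hermes4B, against 0.0994 CPM in control vector. HMMR had 58.5 CPM in Hermes2 and 23.5 CPM in Hermes4B, against 1.59 CPM in control vector, and was also higher in Hermes3A. CGN lay between 0.615 CPM in Hermes4B and 5.69 CPM in Hermes3A, against 0.0596 CPM in control vector. For these rises, as for MKI67, control vector thus stood below the other melanocyte lines. The largest falls were in PAX8, LRRC61, KLF8 and EDA2R. PAX8 and LRRC61 had 0 counts in all 3 libraries labelled BRAF, and KLF8 had at most 1. PAX8 was at least 144-fold lower (edgeR adjusted p 1.05e-07), LRRC61 at least 129-fold lower (edgeR adjusted p 7.12e-07) and KLF8 at least 218-fold lower (edgeR adjusted p 2.77e-09). EDA2R had 43.5 ± 4.57 CPM in control vector and 0.0594 ± 0.103 CPM in the libraries labelled BRAF (SD, n = 3 each), and fell by 9.43 on the log2 scale (standard error 0.44, edgeR adjusted p 8.38e-09). KLF8 and EDA2R lie on chromosome X, where the median log2 fold change of 221 genes was -0.55. PAX8 had 0 counts in Hermes2 and Hermes3A and 4.94 CPM in Hermes4B, against 18.9 CPM in control vector. LRRC61 lay between 0.0146 and 2.79 CPM in those lines, against 16.7 CPM in control vector. For these genes control vector thus stood above the other melanocyte lines. KLF8 (22.3 to 29.9 CPM) and EDA2R (32.4 to 92.0 CPM) were present in those lines, and there the libraries labelled BRAF stood apart.

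Of the 4 gene lists, 3 moved in this comparison. The 7 MAPK output genes tested had a median log2 fold change of 1.88 (camera adjusted p 0.00275), and 6 of them were higher, whether adjusted over all genes or over the list alone. Their largest rise was in DUSP6 and their smallest in EPHA4, whose log2 fold change of 0.29 with a standard error of 1.02 did not pass (edgeR adjusted p 0.816). DUSP4 rose by a log2 fold change of 4.77 (standard error 0.07, edgeR adjusted p 7.60e-12). Control vector had 23.6 CPM of DUSP4, against 188 CPM in Hermes2, 236 CPM in Hermes3A and 662 CPM in Hermes4B. For DUSP4, as for DUSP6, control vector thus stood below the other melanocyte lines. The 11 proliferation genes had a median of 3.76 (camera adjusted p 0.000675). Of these, 10 were higher, with MKI67 at the top, and 1, MCM2, was lower by a log2 fold change of -0.88 (standard error 0.13, edgeR adjusted p 0.000101). The 12 pigmentation genes had a median of -1.26 (camera adjusted p 0.000675). Of these, 10 were lower and 2 higher, with the largest fall in RAB38 (log2 fold change -2.08, standard error 0.05, edgeR adjusted p 1.08e-10) and the largest rise in SLC45A2 (0.82, standard error 0.06, edgeR adjusted p 2.29e-07). The 19 miR-29 targets tested had a median of 0.50, and the list did not pass (camera adjusted p 0.153). Of these, 9 were higher and 4 lower, from MYBL2 at 4.40, also on the proliferation list, to MMP2 at -2.92 (standard error 0.09, edgeR adjusted p 4.31e-10). All 12 pigmentation and all 11 proliferation genes also passed when adjusted over their list alone, as did 13 miR-29 targets. With the replicate block the camera adjusted p was 0.00389 for MAPK output, 0.00131 for proliferation, 0.00169 for pigmentation and 0.105 for miR-29 targets. With all 30 libraries in the fit, the pigmentation list no longer passed (median -1.28, adjusted p 0.104).

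The second comparison set melanoma against melanocyte lines. Of the 9440 genes tested, 1803 had an edgeR adjusted p under 0.05, with 983 higher and 820 lower in melanoma. At an absolute log2 fold change of at least 1, 1447 passed. The groups did not overlap in 2064 genes, 21.9% of those tested, where chance gives 1.59%. The largest change in absolute number came with each library entered as its own sample, 5222 genes, or 5089 with the replicate block, and the largest in ratio with an adjusted p under 0.01, 383 genes. Entering each library treats the 3 libraries of a line as independent draws of its class. Same-numbered libraries of different lines had an average correlation of 0.00257 and others of -0.00104.

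BRAF did not differ between the classes, with 141 ± 18.4 CPM in melanocyte lines (SD, n = 4) and 145 ± 45.4 CPM in melanoma lines (SD, n = 5) and an edgeR adjusted p of 0.983. DUSP6 had 7.18 ± 5.19 CPM in melanocyte lines (SD, n = 4) and 285 ± 257 CPM in melanoma lines (SD, n = 5). Its log2 fold change was 5.28 with a standard error of 0.89 (edgeR adjusted p 0.00703). MYBL2 had 4.99 ± 5.32 CPM in melanocyte lines (SD, n = 4) and 115 ± 92.6 CPM in melanoma lines (SD, n = 5), a log2 fold change of 4.49 with a standard error of 0.95 (edgeR adjusted p 0.0142). MYBL2 did not pass with limma-voom on single libraries and duplicateCorrelation on the line (adjusted p 0.142). One of the melanocyte libraries, Hermes4B replicate 2, had 0 MYBL2 counts where the other replicates had up to 74. SOX10 differed by a log2 fold change of -0.51 with a standard error of 0.48 and did not pass (edgeR adjusted p 0.472). CDKN1A did not pass either (log2 fold change 0.49, standard error 0.99, edgeR adjusted p 0.757). Its melanoma values ran from 5.24 ± 0.411 CPM in WM164 to 232 ± 22.5 CPM in WM35 (SD, n = 3 each).

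The largest rises under the naming rule were in BAAT, UCN2, VGF and KCNN4. BAAT had at most 3 counts in any melanocyte line and was at least 464-fold higher in melanoma by the mean of the lines (edgeR adjusted p 0.0201), though its melanoma values ran from 0.0829 to 81.3 CPM. The log2 fold change was 8.75 for UCN2 (standard error 1.77, edgeR adjusted p 0.0124), 8.61 for VGF (standard error 1.54, edgeR adjusted p 0.00836) and 8.55 for KCNN4 (standard error 1.76, edgeR adjusted p 0.0128). With limma-voom none of these 4 genes passed, with adjusted p from 0.0597 for VGF to 0.237 for KCNN4. BAAT also did not pass when any melanocyte line was left out (edgeR adjusted p 0.0543 to 0.0608). UCN2 did not pass with the libraries labelled BRAF added to the Hermes1 sum (edgeR adjusted p 0.224). The largest falls were in PPP1R3C, IP6K3, CPXM2 and CYSLTR2. PPP1R3C lay between 46.5 and 89.5 CPM in the melanocyte lines and had at most 1 count in any melanoma line, at least 1645-fold lower (edgeR adjusted p 2.41e-05). IP6K3 was likewise at most 1 count in any melanoma line and at least 810-fold lower (edgeR adjusted p 0.00178). CPXM2 changed by a log2 fold change of -12.14 (standard error 1.08, edgeR adjusted p 0.00091). CYSLTR2 had 882 ± 365 CPM in melanocyte lines (SD, n = 4) and 0.493 ± 0.624 CPM in melanoma lines (SD, n = 5), a log2 fold change of -10.86 with a standard error of 1.51 (edgeR adjusted p 0.00411).

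All 4 gene lists passed in the second comparison with camera at the fixed inter-gene correlation. The median log2 fold change was 3.97 for the 7 MAPK output genes (camera adjusted p 0.000197), 2.56 for the 11 proliferation genes (3.82e-06), 1.92 for the 21 miR-29 targets tested (0.00488) and -2.35 for the 12 pigmentation genes (0.00026). With the correlation estimated from the data none of the 4 passed, with adjusted p from 0.147 to 0.230. Adjusted over all genes, 5 MAPK output genes, 7 proliferation genes and 7 miR-29 targets were higher and 3 pigmentation genes were lower. Adjusted over the list alone the counts were 6, 9, 8 and 4. Among MAPK output genes the largest rise was in DUSP6 and the smallest in DUSP4 (1.18, standard error 0.83, edgeR adjusted p 0.329). Among miR-29 targets the values ran from COL5A1 (6.60, standard error 2.55, edgeR adjusted p 0.0974) to TET1 (-0.78, standard error 0.36, edgeR adjusted p 0.151). The COL5A1 rise came from 1205Lu (216 CPM) and WM793 (221 CPM), which are not independent, since 1205Lu derives from WM793. The other melanoma lines had at most 0.731 CPM. That is above the 0 counts of Hermes1 control vector but below the 1.03 to 1.42 CPM of Hermes2, Hermes3A and Hermes4B. Among proliferation genes they ran from MKI67 (4.60, standard error 1.22, edgeR adjusted p 0.0302) to MCM2 (0.90, standard error 0.51, edgeR adjusted p 0.236). MKI67 did not pass without Hermes2 (edgeR adjusted p 0.0813) or without Hermes3A (edgeR adjusted p 0.0804). Among pigmentation genes the values ran from SLC45A2 (0.17, standard error 1.51, edgeR adjusted p 0.95) to TYRP1 (-7.43, standard error 1.61, edgeR adjusted p 0.0151). TYRP1 had 21624 ± 4853 CPM in melanocyte lines (SD, n = 4) and 128 ± 238 CPM in melanoma lines (SD, n = 5). With each library as its own sample and the replicate block, the camera adjusted p was 0.000359 for MAPK output, 1.78e-05 for proliferation, 0.0092 for miR-29 targets and 0.000359 for pigmentation.

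**Figure D2:**
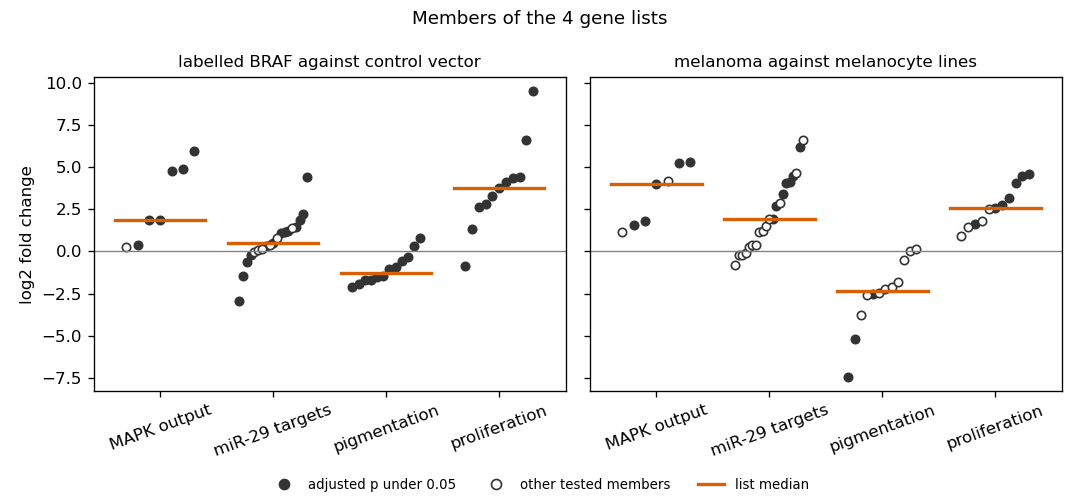
Log2 fold change of each tested member of the 4 gene lists, in the libraries labelled BRAF against control vector (left) and in melanoma against melanocyte lines (right); filled points have an edgeR adjusted p under 0.05, open points do not, and orange lines are list medians. Medians lie above 0 for MAPK output, miR-29 targets and proliferation and below 0 for pigmentation in both panels.

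The third comparison asked whether the same genes moved in both. Across 9844 genes, the BRAF difference and the melanoma difference had a Spearman correlation of 0.444. Genes are not independent replicates, so the correlation was tested by regrouping the 8 lines. The real division gave the largest absolute value of all 56, and the two-sided exact permutation p was 0.0179, the smallest that 56 divisions can give. The next largest absolute value was 0.396. The alternative that moved it most was the restriction to genes called in the first comparison, with a correlation of 0.574. With Hermes1 control vector in both differences it was 0.524, and there 1 of the 126 divisions gave a larger value (0.538), for an exact permutation p of 0.0159. Calls were compared with Hermes1 control vector left out of the melanocyte lines, which left 928 melanoma calls among the 8527 genes tested in both. Of these, 795 were also called for BRAF, 718 of them in the same direction (373 higher and 345 lower) and 77 in opposite directions, which makes 90.3% in the same direction. Neither the libraries labelled BRAF nor the melanoma lines had TPA in their growth medium, while the lines they were compared with did, so medium and group cannot be told apart here either.

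**Figure D3:**
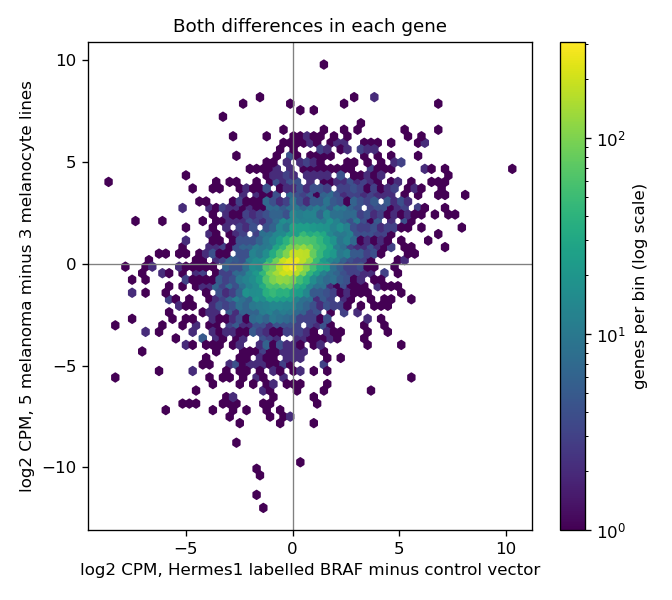
Number of genes per hexagonal bin (log colour scale) by the difference in mean log2 CPM between the libraries labelled BRAF and control vector (x axis) and between 5 melanoma and 3 melanocyte lines (y axis), for 9844 genes. The cloud tilts upward, with a Spearman correlation of 0.444.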

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

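The tests in this part were written down after the values below had drawn attention, and before the tests themselves were run. Dixon's ratio was computed on the log2 CPM of the 4 melanocyte lines and of the 5 melanoma lines for every gene the report names, 60 groups in all. A line stood apart from the others in 7 of them, where chance gives about 3.

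Of these 7, 2 were at the limit of detection. IP6K3 had 0.0138 CPM in WM793, a single count, and 0 in the other melanoma lines. PPP1R3C had 0.00754 CPM in WM35, also a single count, and 0 in the other melanoma lines. In each case 1 library of the 3 held the count, 0 counts were expected from the nearest other line, and an exact binomial test gave p 0.408 and 1, so counting noise may be the whole of both.

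The other 5 involved many counts. SOX10 had 203 CPM in 1205Lu against 924 to 1450 CPM in the other melanoma lines, with 19865 counts where 97717 were expected from SKMel28, the nearest line. MKI67 had 402 CPM in WM35 against 1760 to 2450 CPM in the others, with 53319 counts where 240981 were expected from WM164. LRRC61 had 30.4 CPM in SKMel28 and 0 counts in the other melanoma lines, so 0 counts were expected and 1427 were seen. KLF8 had 9.24 CPM in SKMel28 against at most 0.623 CPM in the others, with 434 counts where 27.1 were expected from 1205Lu. ITGA9 had 20.9 CPM in Hermes3A against at most 0.546 CPM in the other melanocyte lines, with 1071 counts where 29.6 were expected from Hermes2. In all 5 cases 3 of the 3 libraries of the line lay beyond every library of the other lines, so neither a single deviating library nor counting noise accounts for them. SOX10, MKI67, LRRC61 and KLF8 each add to the spread of the melanoma lines, and ITGA9 adds to that of the melanocyte lines. Of these genes, SOX10 and MKI67 are the ones reported above in the class comparison. The design gives no factor that separates one line from others of its class, so no biological explanation was tested, and a mislabelled line could not be tested either.

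For 2 genes the melanoma lines moved in opposite directions from the melanocyte lines. CDKN1A was above all 12 melanocyte libraries of the second comparison in every library of 1205Lu (193 ± 4.01 CPM, SD, n = 3) and WM35 (232 ± 22.5 CPM, SD, n = 3). It was below all of them in every library of SKMel28 (8.05 ± 0.860 CPM, SD, n = 3) and WM164 (5.24 ± 0.411 CPM, SD, n = 3), 4 lines in all. The melanocyte libraries ran from 22 to 131 CPM. MMP2 was above all melanocyte libraries in 1205Lu (336 ± 6.40 CPM, SD, n = 3) and WM793 (1224 ± 36.0 CPM, SD, n = 3) and below them in WM35 (0.181 ± 0.313 CPM, SD, n = 3), 3 lines in all, where the melanocyte libraries ran from 0.565 to 146 CPM. 1205Lu derives from WM793, so these 2 lines are not independent for MMP2. The differences between the lines were not tested as such. Counting noise does not account for the low CDKN1A values, since SKMel28 had 378 counts where 1369.5 were expected from Hermes2, the lowest melanocyte line. For MMP2, WM35 had 30 counts where 127 were expected from Hermes4B, but 1 library held all 30 and the others had 0. That library had 0.542 CPM and the lowest Hermes4B library 0.565 CPM, so the low values of WM35 cannot be told apart from noise between replicates.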

How the results depend on the processing

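All alternatives but the GC-corrected offsets and the list tests on ranked statistics were chosen before the data were examined; these were chosen after seeing the data. The fit without Hermes1 control vector is also one of those that leave out a line and is counted once here. Of the alternative values for the results that answer a comparison, 211 kept their direction and side of the threshold (or stayed within 1.5 times the main count), 10 moved, 5 were weaker and 1 reversed. Of those for single genes and levels, 752 did, 26 were weaker, 10 stronger, 5 moved and 14 reversed.

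In the first comparison, the count of 5697 genes ran from 2409 to 5969 over the 12 alternatives other than leaving out a library. It differed from the main count by more than 1.5 times only at an absolute log2 fold change of at least 1, with 2409 genes. GC-corrected offsets gave 5723 genes, and 5472 with the replicate block. It ran from 5025 to 6212 genes across the 6 fits that each left out one library. MAPK output and proliferation passed in all alternatives, with a highest adjusted p of 0.0450 and 0.0389. The pigmentation list was weaker with all 30 libraries in the fit (median -1.28, adjusted p 0.104), and its adjusted p in the other alternatives was lower. The miR-29 list passed in no alternative and in no fit that left out one library (adjusted p 0.0790 to 0.535); with fry, a self-contained rotation test, its direction reversed to lower although its median log2 fold change stayed at 0.50 (adjusted p 0.384). EPHA4, at most 33 counts in any Hermes1 library, ran from -0.27 to 1.34 across the 6 fits that each left out one library and so reversed in 2 of them. The cause of these changes was not tested.

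In the second comparison, the count of 1803 genes depended more on the processing. It was 383 genes at an adjusted p under 0.01, 2992 with DESeq2, 5222 with each library as its own sample, and 5089 with each library as its own sample and the replicate block. It was 976 genes without Hermes1 control vector and 1187 with the libraries labelled BRAF added to the Hermes1 sum. It was 1548 genes with 1205Lu and WM793 summed as 1 line, since 1205Lu was derived from WM793. It ran from 884 to 1984 genes across the 9 fits that each left out one line. Leaving out any of the 4 melanocyte lines lowered the count to at most 1074, and leaving out a melanoma line gave at least 1414. In the 1 data set simulated for this design, with few changed genes, DESeq2 recovered 63.8% of them with 26.5% of its calls false. For edgeR the shares were 26.0% and 5.56%. The cause of the changes in the real counts was not tested. The share of called genes that were higher was 54.5%, and 41.9% with limma-voom. Upper-quartile and RLE normalization gave 55.1% and 56.5%.

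The 4 lists passed in the second comparison under every alternative run on the lists except camera with the correlation estimated from the data. There the adjusted p was 0.147 for MAPK output (median 3.97), 0.230 for miR-29 targets (median 1.92), 0.230 for pigmentation (median -2.35) and 0.164 for proliferation (median 2.56). Their lowest and highest adjusted p across the 9 fits that each left out one line were 9.94e-08 and 0.0127.

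The genes that reversed in the second comparison were 3 that did not pass in it. With limma-voom the log2 fold change was -0.045 for BRAF, -0.42 for CDKN1A and -1.84 for SLC45A2. With limma-voom and duplicateCorrelation on the line it was -0.27 for CDKN1A and -2.26 for SLC45A2, and with the libraries labelled BRAF added to the Hermes1 sum SLC45A2 was at -0.14. Across the fits that each left out one line BRAF ran from -0.18 to 0.11 and SLC45A2 from -0.22 to 1.05. Some genes that passed in the main fit lost their call. MKI67 did not pass without Hermes2 (edgeR adjusted p 0.0813), without Hermes3A (0.0804) or with the libraries labelled BRAF added to the Hermes1 sum (0.0911). BAAT did not pass in any fit that left out a melanocyte line (edgeR adjusted p 0.0543 to 0.0608). UCN2 did not pass with the libraries labelled BRAF added (log2 fold change 3.92, edgeR adjusted p 0.224). The cause was not tested.

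The correlation between the comparisons ran from 0.418 with Pearson's coefficient to 0.574 over the 6 other alternatives, with an exact permutation p of at most 0.0179, and from 0.419 to 0.455 across the 8 fits that each left out one line. In those fits the real division was again the most extreme, at an exact permutation p of 0.0286 or 0.0476, the smallest those designs can give.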

Other observations

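The counts of regroupings, the tests of Y-linked genes and the sizes of the corrections for GC content and gene length were chosen after the result was seen; the other tests in this part were written down before their result was seen, although the patterns themselves had been noticed in the data.

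Other splits of the samples were fitted in the same way. In the first comparison, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave as many as 5697 genes, and the others gave 0. The other 6 of the 10 splits part 1 same-numbered pair each and also gave 0 genes. With so few splits the share cannot fall under 0.25, so chance cannot be excluded this way. The list results were as extreme in 1 of the 4 splits for MAPK output, 1 for pigmentation, 1 for proliferation and 3 for miR-29 targets. In the second comparison, 1 of 100 splits drawn from the 126 ways to divide the 9 lines, the real one, gave as many as 1803 genes; the next gave 766 and the median of the others was 0. As small a list p was found in 4 of the 100 splits for MAPK output, 7 for proliferation, 26 for miR-29 targets and 40 for pigmentation. Some of these splits are close to the classes. Moving 1 or 2 lines gives the classes in 3 of the 3 others for MAPK output, 3 of the 6 for proliferation, 10 of the 25 for miR-29 targets and 14 of the 39 for pigmentation, against 22 of all 99 others drawn. In the remaining splits for proliferation 3 lines must be moved. For miR-29 targets and pigmentation, groupings of lines far from the classes also gave as small a list p. With 4 lines moved, 7 and 15 of the 43 splits drawn did so. With 3 lines moved, 8 and 10 of the 34 drawn did so, and 3 of the 34 for proliferation. Groupings unlike the classes can thus give list results of this size for miR-29 targets, pigmentation and proliferation.

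The libraries labelled BRAF and the control vector libraries differed in runs of neighbouring genes. Over 6955 genes in GENCODE order, 11 separate windows of 30 genes on 8 chromosomes had a median log2 fold change, less the median of all genes (0.03), beyond the 95% range of reshuffled orders (0.78), 4 higher and 7 lower. The strongest were a fall on chromosome 17 between SLC5A10 and FLOT2 (-1.55; before the subtraction -1.70 to -1.35 over the 9 pairs of libraries), rises on chromosome 8 between RBPMS and MCM4 (1.18) and between AGPAT5 and CHMP7 (1.12), and falls on chromosome X between PABIR2 and ATP6AP1 (-1.12) and between GLA and SLC25A43 (-1.08). Against the mean of Hermes2, Hermes3A and Hermes4B, the chromosome 17 window was 1.68 higher in control vector and 0.00 in the libraries labelled BRAF, and the window from RBPMS to MCM4 was -0.87 in control vector and 0.30 in the libraries labelled BRAF. In most windows the order was the other way, as from GLA to SLC25A43, with -0.15 in control vector and -1.24 in the libraries labelled BRAF. By this measure 8 of the 11 windows lay further from the other melanocyte lines in the libraries labelled BRAF and 3 in control vector. Chance order of the genes gave a window as extreme with a permutation p of 0.0001, the smallest that 10000 reshuffles can give. Correction for GC content and gene length moved the chromosome 17 window little, from -1.55 to -1.56. The fitted trend itself had an SD of 0.082 over genes and shifted no window by more than 0.19, so a smooth trend of that kind is too small to make these windows; other forms of such a bias were not tested. Thinning the BRAF counts to the control vector depth left it at -1.53 on the same scale. Thinning hardly moves medians of genes with a mean of at least 200 counts, so this shows nothing about depth, and the windows cannot be told apart from an effect of depth in this way. A mislabelled sample could not be excluded. Across these genes the libraries labelled BRAF had r 0.846 with Hermes2, 0.812 with Hermes4B, 0.807 with Hermes3A, 0.807 with WM35, 0.800 with WM164 and 0.794 with SKMel28, all above the 0.765 with Hermes1 control vector, and 0.709 with 1205Lu and 0.707 with WM793. The difference between control vector and Hermes2 was -0.0811. A hypothesis that remains is that the 2 Hermes1 derivatives differ in the copy number of chromosome segments, which may come from separate growth after transduction. DNA was not measured. If so, part of the 5697 calls may follow from copy number and not from BRAF. The 11 windows hold 330 genes, 4.74% of those in the scan. This share is not an upper limit, since smaller shifts do not reach the cutoff. The median log2 fold change over a whole chromosome was -0.41 on chromosome 4 (267 genes), -0.35 on chromosome 19 (442 genes) and 0.44 on chromosome 18 (102 genes). Other chromosomes lay nearer to the median of all genes, such as chromosome 16 at 0.03. These chromosome medians were not tested.

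The Y-linked genes also differed between the derivatives. Of 8 tested, RPS4Y1, ZFY and PRKY had log2 fold changes of 0.17, -0.23 and 0.78 (edgeR adjusted p 0.0426, 0.0730 and 0.000832), so that PRKY was also higher in the libraries labelled BRAF, by less than 1. The 5 genes that follow them along the chromosome were higher by more than 1, the limit used for the counts below. USP9Y, DDX3Y, TXLNGY and KDM5D had log2 fold changes of 3.65 to 4.43. TMSB4Y had 0 counts in all 3 control vector libraries and was at least 7-fold higher. These 5 genes summed to 27.9 ± 5.89 CPM in control vector and 531 ± 17.4 CPM in the libraries labelled BRAF (SD, n = 3 each). The control vector counts were 5.21% of those expected at that depth from the other group, so depth does not account for it. Reads shared with X-linked copies do not either, since the same genes summed to 0.600 CPM in Hermes2, which had no more than 3 RPS4Y1 counts in any library. A control population in which some cells had lost the whole chromosome would lower RPS4Y1 too, and its log2 fold change was 0.17. The RPS4Y1 counts also set the libraries labelled BRAF apart from Hermes2. All 5 lower genes form 1 stretch and were lower in each of the 3 control vector libraries, which is consistent with loss of part of the Y chromosome in most control vector cells. However, 4 of the 56 possible sets of 5 among 8 genes form a stretch, a share of 0.0714. This is the smallest share that 5 of 8 genes can give, so this test cannot tell the stretch from chance order. The 5 genes also lie at 1 end of the order, and 2 of the 56 sets do so (a share of 0.0357), but that was counted after the pattern was seen and depends on the limit of 1.

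Hermes4B replicate 2 had 149 genes at 0 counts that had at least 20 counts in both other replicates, of 7895 such genes. The next highest libraries were Hermes2 replicate 1 with 77 and Hermes1 control vector replicate 1 with 70, and the median over the 30 libraries was 2. The libraries labelled BRAF had at most 2. Poisson counting at its depth gives 2.32e-09 such genes, so counting noise does not account for them. The median GC content of the 149 genes was lower by 1.60 percentage points (-1.60) than that of other genes of their level, less than the 5 points set beforehand. Genes with 20 to 100 counts scattered 4.47 times as much between this library and the other replicates as between those replicates. A low number of starting molecules, amplified to full depth, may explain the zeros, MYBL2 among them. In such a library a count of 0 does not show that a gene is off. This bears on the first comparison as well, since control vector replicate 1 had 1 MKI67 count where the other replicates had 46 and 42. Without that library the log2 fold change was 8.96 for MKI67 and 5.52 for DUSP6, and 6212 genes passed.

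The correlation between the comparisons was 0.445 after both differences were corrected for GC content and gene length. The correction was small, with an SD over genes of 0.0757 against 1.47 for the BRAF difference and of 0.143 against 1.59 for the melanoma difference, so the near-equal value shows little. Over the 6604 genes outside the 8 chromosomes with shifted windows the correlation was 0.448, so it did not depend on those chromosomes.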
